A study of Danio rerio with 27 samples. Its data were reported in "Characterization of Biological Pathways Regulating Acute Cold Resistance of Zebrafish" (2021).

How the data were processed

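Transcript levels were measured by RNA sequencing in 27 libraries of whole AB-strain zebrafish larvae, 3 in each of 9 groups. The groups were taken from the sample titles, which also give the replicate numbers, and no library was left out. The authors extracted RNA with TRIzol and a column kit, and a service company made and sequenced the libraries. Per the methods of the study, reads were assigned to zebrafish cDNA sequences of Ensembl with Salmon 0.13.1, with correction for GC, sequence and position bias, and tximport summed the transcript estimates to genes. The authors deposited a TPM value for each gene and library, where TPM is a length-corrected share of all transcripts in a library, scaled to a fixed total. The authors listed a gene only if its TPM was at least 1 in all replicates of at least 1 group, and all 24101 genes of the table met that filter, so 0 were removed here. Replicates were not pooled by the authors.

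TPM values keep no read depth, so the depth of each library is unknown and no counting interval can be given. A count-based test is not fitted to such values and none was run. The table holds 7928 values of 0, in 1355 gene identifiers. A value of 0 can be a failed estimate where transcripts are shared between near-identical copies, so such a gene is said only to be listed at 0. Among the symbols 2055 are shared by more than 1 gene identifier, which covers 4293 identifiers, and values of such genes are uncertain because transcripts could be split between copies. Gene symbols and identifiers are those of the deposited table, and no coordinates are given because a genome of that build was not used here.

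TPM values were divided by a median-of-ratios size factor per library, which lay between 0.940 and 1.11, and are called scaled TPM below. Tests were made in R 4.3.3 with limma 3.58.1 on log2(scaled TPM + 1), so the pseudocount was 1 and fold changes of low genes are understated. One linear model with a mean per group was fitted to all 27 libraries, which leaves 18 residual degrees of freedom and a shared estimate of spread, with limma's trended prior. A gene was called changed at a Benjamini-Hochberg adjusted p of 0.05 or less and a fold of 1.5 or more, which is 0.585 on the log2 scale. Those thresholds and the filter follow the methods of the study. The comparisons were the cold response (10C_DMSO against 28C_DMSO), each inhibitor against DMSO at 10 °C and at 28 °C, 28C_DMSO against 96hpf, and, for each inhibitor, the difference between its change at 10 °C and its change at 28 °C. All p-values are two-sided. An exact permutation of 3 libraries against 3 cannot give a two-sided p below 0.1, so single genes were not tested that way.

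Gene lists were written before the data were examined. The 21 process lists were immediate early transcription factors, ERK output genes, FoxO factors and signaling genes, pro-apoptotic genes, anti-apoptotic genes, p53 pathway genes, circadian clock genes, unfolded protein response genes, heat shock genes, cold marker genes, cold damage hub genes of the study, autophagy genes, cholesterol synthesis genes, ribosomal protein genes, ribosome biogenesis genes, oxidative phosphorylation genes, proteasome genes, cell cycle genes, inflammation genes, xenobiotic response genes and oxidative stress genes. The 14 tissue lists held markers of photoreceptors, lens, skeletal muscle, heart, erythroid cells, liver, exocrine pancreas, intestine, neurons, glia, epidermis, leukocytes, cartilage and bone, and endothelium, since whole larvae mix all of these. A symbol with more than 1 gene identifier entered a list once per identifier. Some genes are in more than 1 list, so results of lists that share members are not separate. Lists were tested with limma's camera, which asks whether the members of a list moved, on balance, one way relative to all other genes, with a preset correlation of 0.01 between members and, beside it, with a correlation estimated from the residuals. Camera p-values were adjusted by Benjamini-Hochberg over the 35 lists of a comparison, and members were also counted with p adjusted over the list alone. Lists of fewer than 5 members would not have been tested. List tests were made for all comparisons except 28C_DMSO against 96hpf.

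The genes named in the text follow a rule fixed before the data were examined. For the cold response and each inhibitor at 10 °C these were the 8 called genes with the largest rise and the 8 with the largest fall, with a mean of at least 5 scaled TPM in at least 1 of the groups, groups that did not overlap, and a symbol that was neither a clone or locus name nor shared. Genes the study names for an inhibitor and, per list, up to 4 called members with the largest change, or the 2 most abundant members where none was called, were added. At 28 °C and for 28C_DMSO against 96hpf the 4 largest changes each way were taken, and for the differences by temperature the 5 largest each way. Not every gene that the rule admits is printed for each list. Among them, 1 gene is not reported here.

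Genes called in opposite directions by cold and by an inhibitor were counted beside the number that independent lists of those sizes give. The same 10C_DMSO libraries enter both comparisons, so the count and the covariance of fold changes were also simulated for unchanged groups against shared controls. The steps were tested on simulated data before use, with 50 of 24101 genes changed at each fold size. The changed genes and the simulated lists were drawn from genes above 5 scaled TPM in the control group. Recovery of lower genes was therefore not tested. For PD0325901 at 10 °C the test recovered 12 of 50 genes changed by a fold of 1.5, 43 at 2, 50 at 3 and 49 at 4, with 5 false calls, and for the cold response it recovered 15, 47, 50 and 49, with 5 false calls. Of 100 unchanged lists 0 and 1 passed an unadjusted p of 0.05 in those simulations, and a list shifted by 0.3 on the log2 scale was called in both. Simulated genes varied independently of each other, so the preset correlation was not tested for lists whose members vary together.

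The alternatives tried were other pseudocounts, TPM as deposited, quantile normalization, robust variance estimation, weights per library, a filter of 5 TPM, a fit of only the groups compared, calls on adjusted p alone, a fold of 2, the replicate number as a block, 96hpf as the control for cold, an estimated correlation for lists, and each library left out in turn. A cold list that shares no library with the inhibitor comparison was chosen after the data had been seen.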

Results

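RNA sequencing measured transcript levels in whole zebrafish larvae of AB, a standard laboratory strain. The 27 libraries fell into 9 groups of 3. The 96hpf group was taken at the start, at 96 h post fertilization, and was untreated. The other groups spent 12 h at 28 °C, the usual rearing temperature, or at 10 °C. At each temperature larvae received DMSO, the solvent that served as vehicle, or 1 of 3 inhibitors. AS1842856 at 0.5 µM blocks the transcription factor Foxo1, PD0325901 at 5 µM blocks MEK, the kinase that activates ERK, and SB203580 at 50 µM inhibits p38 kinases. Per the paper, PD0325901 removed ERK phosphorylation fully, while SB203580 lowered that of p38 only in part. Groups are named by temperature and treatment, as in 10C_AS, 10C_PD and 10C_SB. Levels below are scaled TPM as mean ± SD of the 3 libraries of a group, and fold changes are log2 differences on the log2(scaled TPM + 1) scale. The depth of each library is unknown because TPM values keep none. Nothing in the labels says that replicates came from separate clutches or tanks, so p-values measure the spread between these samples.

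Library totals lay between 996255 and 997428 TPM. Messenger RNA of the mitochondrial genome made up 7.30 to 12.9% of a library, and the 10 most abundant genes took 12.7 to 17.6%. Temperature separated the libraries on the first principal component, which held 44.0% of the variance, and the 28C_AS libraries lay apart on the second, which held 9.49%. 10C_DMSO replicate 1 stood apart from its group. Its lowest correlation with another library of the group was 0.966, its mitochondrial share was 8.42% against 11.2% and 11.4% in the other two, and the residual SD of the group, 0.316, was above the 0.262 to 0.289 of the other groups. In 28C_DMSO the mitochondrial share of replicate 1 was 7.30%, against 9.91% and 9.69%.

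**Figure D1:**
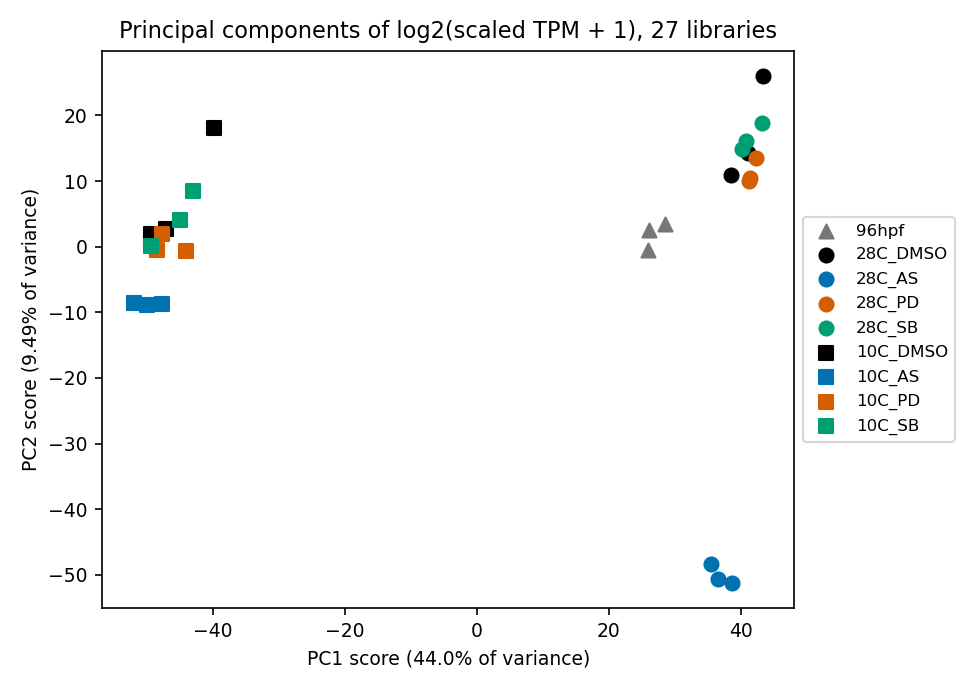
Each point is 1 of the 27 libraries, placed by its scores on the first principal component (horizontal axis, 44.0% of variance) and the second (vertical axis, 9.49%) of log2(scaled TPM + 1), with shape for temperature or start and colour for treatment. Libraries at 10 °C lie left of those at 28 °C, and the 3 libraries of 28C_AS lie below all others, with second scores between -51.1 and -48.4.

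**Figure D2:**
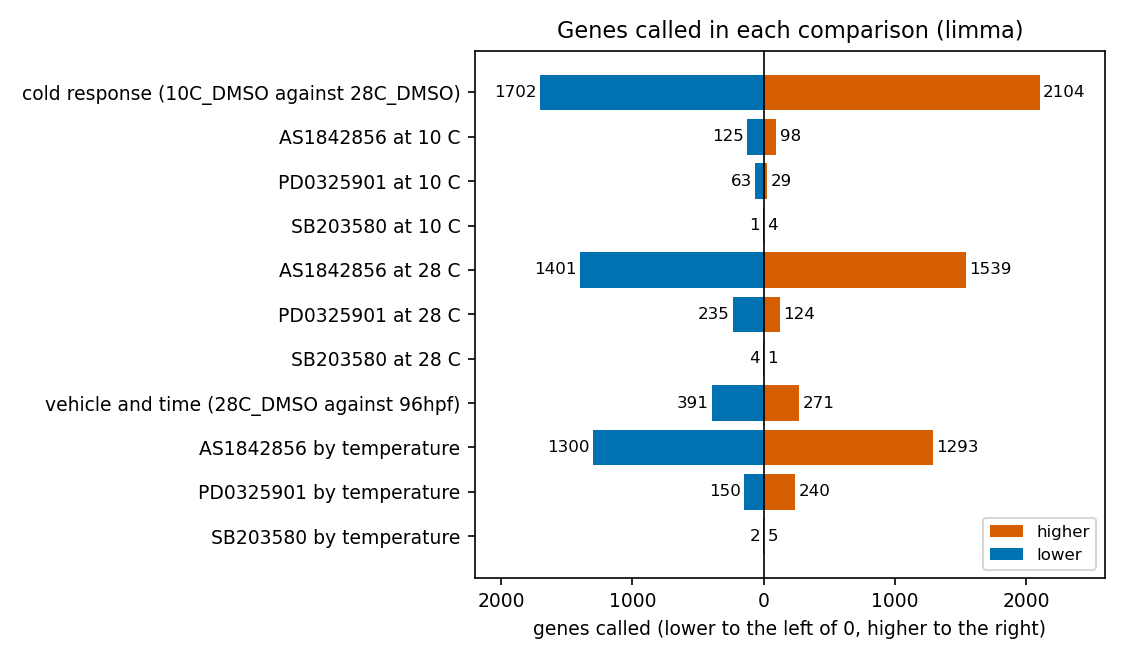
Bars give the number of genes called higher (right of 0) and lower (left of 0) by limma in each comparison, with the counts printed at the bars. The cold response had 2104 higher and 1702 lower genes, AS1842856 had 1539 and 1401 at 28 °C but 98 and 125 at 10 °C, and SB203580 had 5 calls at either temperature.

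The cold response compared larvae without inhibitor after 12 h at 10 °C with those after 12 h at 28 °C. Rises and falls here are relative to 28C_DMSO, so they include changes that only warm larvae made. Immediate early genes, which encode transcription factors that cells induce within minutes of a stimulus, were among the genes with the largest rises. fosab was at 326 ± 41.3 in 10C_DMSO and 1.69 ± 0.844 in 28C_DMSO (n = 3 each), a log2 rise of 6.96 with a standard error of 0.172. fosl1a was at 74.6 ± 6.73 against 1.04 ± 0.599 and junbb at 309 ± 5.42 against 11.5 ± 1.96. nr1d1, a repressor of the circadian clock, rose from 10.6 ± 1.03 to 341 ± 18.3, and ptgs2b, a prostaglandin synthase, from 2.65 ± 0.484 to 127 ± 12.7. Among genes that fell, tnfsf10, a death receptor ligand, went from 19.8 ± 1.76 to 2.78 ± 0.0649, and cyp7a1, the rate-limiting enzyme of bile acid synthesis, from 44.3 ± 2.41 to 10.9 ± 0.934. The gene identifiers of these are ENSDARG00000031683 for fosab, ENSDARG00000015355 for fosl1a, ENSDARG00000104773 for junbb, ENSDARG00000033160 for nr1d1, ENSDARG00000010276 for ptgs2b, ENSDARG00000057241 for tnfsf10 and ENSDARG00000069018 for cyp7a1. In limma with Benjamini-Hochberg adjustment their log2 changes and adjusted p were 6.96 and 5.59e-18 for fosab, 5.25 and 2.24e-15 for fosl1a, 4.64 and 1.42e-18 for junbb, 4.89 and 5.38e-20 for nr1d1, 5.14 and 8.87e-14 for ptgs2b, -2.46 and 1.06e-17 for tnfsf10, and -1.93 and 3.48e-10 for cyp7a1. The other largest rises were hist1h2ba (5.13), mrnip (4.92) and egr4 (4.90), and the other largest falls bhlha9 (-2.68), spink2.5 (-2.42), scpp9 (-1.97), ch25hl1.1 (-1.92) and the microRNA genes dre-mir-206-1 (-2.54) and dre-mir-205 (-2.16). The microRNA gene dre-mir-124-6 was listed at 0 in all 3 28C_DMSO libraries and at 298, 282 and 89.8 scaled TPM in the 10C_DMSO libraries. In all, 3806 of 24101 genes were called, 2104 higher and 1702 lower. With TPM as deposited 1855 were higher and 1996 lower, and with quantile normalization 1898 and 1878, so which direction held more genes rests on the scaling.

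Genes the study names for its inhibitors were mostly raised by cold. Both gene identifiers of egr1 rose, from 9.33 ± 0.515 to 276 ± 20.9 and from 3.73 ± 1.24 to 103 ± 4.01, and their values are uncertain because transcripts could be split between the copies. egr3 rose by 2.60, fosaa by 2.85, fosb by 3.72, fosl2 by 2.22, junba by 2.99, dusp2 by 2.13 and klf2b by 1.46 on the log2 scale. mcl1b, which encodes an anti-apoptotic protein, rose from 62.8 ± 5.24 to 98.1 ± 4.24, a log2 change of 0.64. Its call was lost without 28C_DMSO replicate 3 (0.58), with TPM as deposited (0.58) and with quantile normalization (0.39), each below the threshold of 0.585. pim2, a survival kinase, rose by 0.78 from 5.52 ± 1.98 to 9.93 ± 1.06. herpud1, which takes part in degradation of proteins from the endoplasmic reticulum, was at 35.4 ± 2.89 against 23.4 ± 1.76 and lay just under the fold threshold, at 0.58. It passed without 28C_DMSO replicate 1 (0.59) or 3 (0.63), or without 10C_DMSO replicate 1 (0.61) or 2 (0.61), and with a pseudocount of 0.1 (0.60) or 0.5 (0.59). foxo1b rose by 0.63, from 0.439 ± 0.0740 to 1.24 ± 0.399, and lost its call without 10C_DMSO replicate 1 (0.50), with quantile normalization (0.58) and with library weights (0.58). foxo1a was at 8.32 ± 0.253 against 5.55 ± 0.396 and foxo4 at 17.4 against 23.3, and neither was called, with log2 changes of 0.51 and -0.40. Of the p38 kinase genes mapk11 fell by 0.60 on the log2 scale, with a change of -0.57 without 28C_DMSO replicate 2 and -0.58 without 10C_DMSO replicate 2, both below the fold threshold. mapk14b (0.31) was not called, nor was either of 2 gene identifiers of mapk14a (0.52 and -0.16), of which ENSDARG00000000857 was at 12.9 ± 1.86 against 8.73 ± 1.63 and passed without 28C_DMSO replicate 1 (0.65) or 10C_DMSO replicate 2 (0.63).

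Most process lists that camera called in the cold moved up. Autophagy genes moved down, and ribosomal protein genes did so only with the preset correlation. Counts of list members here and below are of gene identifiers, so a symbol with several is counted more than once. Of 45 measured immediate early factors 34 rose and 1 fell (camera adjusted p = 1.32e-34), and of 33 ERK output genes, which are feedback inhibitors and targets of that pathway, 19 rose and 1 fell (5.85e-12), among them dusp1, a MAP kinase phosphatase, from 34.2 ± 8.36 to 290 ± 20.3. Circadian clock genes moved both ways, 33 of 60 up and 8 down (1.05e-16), with per1b at 133 ± 2.69 against 3.75 ± 0.403 and bhlhe40 at 288 ± 7.86 against 9.26 ± 0.534. Of 55 unfolded protein response genes 21 rose and none fell (1.45e-09), such as atf3, from 2.91 ± 0.625 to 100 ± 12.6, and trib3, from 12.1 ± 0.698 to 87.8 ± 5.43. Of 43 heat shock genes 17 rose and none fell (1.05e-08), including hsf2, from 6.92 ± 0.289 to 31.3 ± 3.09, and hsp90aa1.1, from 15.4 ± 0.650 to 50.6 ± 4.89. All 10 gene identifiers of the cold damage hub genes of the study, 2 of them for dusp5, rose (1.05e-16), but the study chose that list on other libraries of its cold-exposed larvae, so it is not independent evidence. Of 91 FoxO factors and signaling genes 24 rose and 5 fell (7.60e-05), with gadd45bb at 37.4 ± 7.54 against 4.91 ± 3.08 and plk3 rising by 2.48 on the log2 scale. Of 60 p53 pathway genes 13 rose and 3 fell (0.0035), led by btg2, from 12.1 ± 1.85 to 179 ± 16.6. Anti-apoptotic genes rose in 10 of 29 cases, with none lower (9.73e-05), such as mcl1a, from 54.1 ± 2.29 to 188 ± 12.3, while of 41 pro-apoptotic genes 5 rose and 2 fell (0.561), the risers including pmaip1, from 7.502 ± 1.705 to 32.6 ± 4.07, and bbc3, from 4.83 ± 0.295 to 10.4 ± 0.104. Xenobiotic response genes rose in 11 of 54 cases (0.00253), such as foxq1a, from 4.12 ± 0.899 to 47.3 ± 8.75. Of 58 autophagy genes 11 fell and 2 rose (0.00158), with calcoco1b down by 1.67 on the log2 scale and sqstm1, an autophagy receptor also induced by oxidative stress, up from 41.6 ± 10.7 to 96.9 ± 10.7. These lists, other than the pro-apoptotic one, also passed with an estimated correlation, the highest adjusted p being 0.0363, and for all of them the counts adjusted over the list alone were equal to those over all genes.

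Other process lists passed only with the preset correlation or not at all. Inflammation genes rose in 25 of 48 cases and fell in 3 (camera adjusted p = 5.16e-08, adjusted p = 0.0678 with an estimated correlation), with socs3a, a cytokine feedback inhibitor, from 6.22 ± 1.85 to 72.7 ± 5.18. Of 69 ribosome biogenesis genes 6 rose (0.00105, adjusted p = 0.0991 with an estimated correlation), such as nop56, from 89.0 ± 8.35 to 160 ± 2.62. Of 115 oxidative phosphorylation genes 1 rose (1.3e-05, adjusted p = 0.207 with an estimated correlation), of 77 cell cycle genes 11 rose and 4 fell (0.0359, adjusted p = 0.285 with an estimated correlation), and of 45 oxidative stress genes 7 rose and 1 fell (0.00838, adjusted p = 0.217 with an estimated correlation), among them txnipa, from 130 ± 5.79 to 417 ± 10.6. Among 100 ribosomal protein genes the median log2 change was -0.09 and 1 gene was called lower (0.00102, adjusted p = 0.542 with an estimated correlation). That gene, rpl39, has a shared symbol and was listed at 0. Cold marker genes, known from other fish or cells in the cold, had 1 of 16 members called higher (0.0729), scd, a desaturase of fatty acids, up by 0.74. Of 31 cholesterol synthesis genes 1 rose and 2 fell (0.915) and of 48 proteasome genes 0 were called (0.111). The median of the cholesterol list was 0.02 and its mean -0.01. Adjusted over the list alone, 12 cell cycle genes rose and 0 ribosomal protein genes fell, and the other counts were equal.

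Markers of exocrine pancreas fell. Of 32 measured markers 24 were lower and none higher (camera adjusted p = 1.05e-16, adjusted p = 0.0574 with an estimated correlation), with the elastase genes cela1.3 at 18.1 ± 3.52 against 49.4 ± 1.92 and cela1.2 at 11.2 ± 1.42 against 26.5 ± 0.786. Markers of cartilage and bone rose in 11 of 37 cases and fell in 1 (9.67e-08, adjusted p = 0.14 with an estimated correlation), including matn3a, from 17.7 ± 4.52 to 48.6 ± 11.9, and col2a1a, from 222 ± 20.8 to 444 ± 20.5. Markers of epidermis rose in 10 of 50 cases and fell in 1 (0.000428, adjusted p = 0.224 with an estimated correlation), led by the tight junction gene cldnb, from 68.5 ± 10.3 to 387 ± 9.83. Of 42 lens markers 1 rose and 3 fell (1.56e-06, adjusted p = 0.285 with an estimated correlation), and of 52 skeletal muscle markers 8 rose and 1 fell (0.00192, adjusted p = 0.582 with an estimated correlation). Of 44 neuron markers 2 rose and 1 fell (0.00838, adjusted p = 0.217 with an estimated correlation), with a list median of 0.14 that turned to -0.03 with quantile normalization. The remaining lists did not pass. Of 45 photoreceptor markers 8 rose and 8 fell (0.519), of 15 heart markers 1 rose (0.0514), of 22 erythroid markers 1 rose and 1 fell (0.251), of 40 liver markers 1 rose and 2 fell (0.449), of 35 intestine markers 2 rose and 4 fell (0.425), of 28 glia markers 1 rose and 4 fell (0.519), of 41 leukocyte markers 2 rose and 3 fell (0.259), and of 34 endothelium markers 1 rose and 3 fell (0.387). pde6ha, a photoreceptor phosphodiesterase gene, rose from 23.6 ± 3.28 to 487 ± 32.1, and the brush border transporter slc6a19b fell from 39.96 ± 1.908 to 19.2 ± 0.654. The median of the endothelium list was 0.03 and its mean -0.07. Adjusted over the list alone, 9 photoreceptor and 4 lens markers fell, and the other counts were equal.

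The comparison of 28C_DMSO with 96hpf shows what 12 h in DMSO at 28 °C changed. The 96hpf larvae were untreated, so time and vehicle cannot be told apart in it. ndrg1b was at 105 ± 6.56 against 23.4 ± 1.35 (n = 3 each) and the clock gene nr1d4b at 14.4 ± 1.26 against 3.11 ± 0.355. cry1a, a light-induced clock repressor, fell from 27.4 ± 0.678 to 2.65 ± 0.459, bhlhe40 from 52.2 ± 1.78 to 9.26 ± 0.534, and pde6ha from 204 ± 21.0 to 23.6 ± 3.28. Their log2 changes were 2.12 for ndrg1b, 1.90 for nr1d4b, -2.96 for cry1a, -2.38 for bhlhe40 and -3.06 for pde6ha. spsb3b (2.24) also rose and slc1a8b (-2.43) also fell. The hatching enzyme gene he1.1 was called higher (1.88, limma adjusted p = 0.0289) but lost its call without 96hpf replicate 1, 2 or 3 (0.0529, 0.0726, 0.0995) or without 28C_DMSO replicate 2 or 3 (0.0837, 0.084). limma called 662 genes, 271 higher and 391 lower, and with TPM as deposited 799 genes, 176 higher and 623 lower, so the balance of directions rests on the scaling.

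Against 96hpf, the start of the exposure, 10C_DMSO had 2991 called genes, 1720 higher and 1271 lower, and 36.1% of calls were higher with TPM as deposited, in place of 57.5%. That scaling moved the median of all genes to -0.140. Of the 3806 genes of the cold response 2258 were called in the same direction against 96hpf, 6 in the opposite one and 1542, or 40.5%, were not called. Of the 3806 genes 439 changed the other way between 96hpf and 28C_DMSO, where independent lists give 53.3, and 10 the same way. The 28C_DMSO libraries are in both comparisons. The covariance of fold changes was -0.0803, and unchanged groups against shared controls gave -0.0243 ± 0.00121 over 20 simulations. Simulated genes varied independently, so that SD leaves out deviations of a whole library. The 3 shared libraries cannot be split into parts of 2 libraries each, so part of the excess in covariance may come from them. With a cold list that shares no library, from 10C_SB against 28C_SB, the overlap was 408 genes against 55.2 for independent lists. That argues against the shared libraries as the main source of the overlap. cry1a, bhlhe40 and pde6ha fell from 96hpf to 28C_DMSO, and all 3 rose in the cold response.

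AS1842856 at 10 °C was compared with DMSO at 10 °C to find genes that depend on Foxo1 in the cold. bbc3, which encodes the pro-apoptotic protein Puma, fell from 10.4 ± 0.104 to 5.07 ± 0.446 (n = 3 each), and ccng2, cyclin G2 and like bbc3 a known FoxO target, from 44.4 ± 9.28 to 22.3 ± 2.57. The survival kinase pim2 fell from 9.93 ± 1.06 to 4.63 ± 0.443, herpud1 from 35.4 ± 2.89 to 21.9 ± 1.77 and mcl1b from 98.1 ± 4.24 to 64.0 ± 1.35. armc10 rose from 91.6 ± 23.2 to 229 ± 8.61 and the Notch-responsive her4.1 from 4.23 ± 0.211 to 9.07 ± 1.26. The identifiers are ENSDARG00000069282 for bbc3, ENSDARG00000017602 for ccng2, ENSDARG00000059001 for pim2, ENSDARG00000024314 for herpud1, ENSDARG00000008363 for mcl1b and ENSDARG00000062960 for armc10. In limma their log2 changes and adjusted p were -0.91 and 4.48e-05 for bbc3, -0.94 and 7.78e-05 for ccng2, -0.96 and 0.00382 for pim2, -0.67 and 2.75e-05 for herpud1, -0.61 and 0.000496 for mcl1b, 1.35 and 1.56e-05 for armc10, and 0.94 and 0.0027 for her4.1. gbp, whose product binds glycogen synthase kinase, fell from 43.1 ± 2.69 to 23.1 ± 1.00, foxq1b from 29.7 ± 2.78 to 16.8 ± 0.712, atp8a2 by 0.97 and ubald1b by 0.89 on the log2 scale, and zranb2 (0.77), ftr86 (0.88) and dre-mir-181b-3 (0.82) rose. The mitochondrial mt-nd6 was at 5359 ± 310 against 2841 ± 1092 (1.00) in a comparison whose vehicle group holds the library with a low mitochondrial share, and its limma adjusted p of 0.034 became 0.203 without 10C_DMSO replicate 1, and 0.0758, 0.0828 and 0.101 without 10C_AS replicates 1, 2 and 3, 0.0514 with quantile normalization and 0.053 with library weights. The call of mcl1b was lost without 10C_DMSO replicate 1 (-0.57), that of lin52 (1.18) without 10C_AS replicate 2 (adjusted p = 0.0542), that of arhgef9a (-0.82) without 10C_DMSO replicate 1 (0.0699) or 10C_AS replicate 2 (0.0691), and that of rhcga (1.00) without 10C_DMSO replicate 2 (0.0773) or 10C_AS replicates 1, 2 or 3 (0.0504, 0.0665, 0.0582). None of the FoxO factor genes themselves was called. foxo4 was at 13.04 against 17.42 (-0.39), and the log2 changes were 0.26 for foxo1a, -0.19 for foxo1b, -0.18 for foxo6a and -0.30 for foxo6b. The paper reports foxo1b, foxo4 and foxo6a as lowered by this inhibitor, and its discussion names foxo6b in place of foxo6a. The changes of these genes were negative here too, but below the fold threshold. foxo1b lay near the pseudocount in 10C_DMSO, so its fold change is understated.

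limma called 223 genes with AS1842856 at 10 °C, 98 higher and 125 lower. Without 10C_DMSO replicate 1, the library that stands apart, 88 were called, and with weights per library 137. In a fit of only the 6 libraries compared 39 were called, and armc10 (adjusted p = 0.0805), ccng2 (0.132), herpud1 (0.0724), her4.1 (0.0533), atp8a2 (0.093), arhgef9a (0.111), zranb2 (0.122), ftr86 (0.129), dre-mir-181b-3 (0.134), lin52 (0.164), rhcga (0.169) and mt-nd6 (0.25) were then above the threshold. Of the 91 FoxO factors and signaling genes 1 rose, tnfsf10 from 2.78 ± 0.0649 to 4.74 ± 0.103, and 1 fell, ccng2 (camera adjusted p = 0.482). Of 41 pro-apoptotic genes 1 rose and 3 fell, bbc3, bada and diabloa (0.854), and of 29 anti-apoptotic genes none rose and 3 were called lower, pim2, mcl1b and an identifier of ddt, which has a shared symbol and was listed at 0 in 10C_AS (0.854). Adjusted over the list alone, 4 were called lower. The median of that list was 0.09 and its mean, which includes the identifier listed at 0, -0.19. The lists that camera called moved by small amounts. Ribosomal protein genes had a median of -0.11 (2.49e-06), skeletal muscle markers -0.12 (0.00107), oxidative phosphorylation genes -0.06 (0.00544), cartilage and bone markers -0.08 (0.0101), epidermis markers -0.07 (0.0163), cell cycle genes -0.07 (0.0398) and intestine markers 0.07 (0.0319), and cold marker genes also passed (0.0398). The number of lists called was 5 without 10C_DMSO replicate 2, 3 without 10C_DMSO replicate 3 and 2 without 10C_AS replicate 1. None of the 8 was called with an estimated correlation, where adjusted p = 0.836 for ribosomal proteins, oxidative phosphorylation, epidermis, cell cycle, intestine and cold markers, 0.956 for skeletal muscle and 0.899 for cartilage and bone.

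PD0325901 at 10 °C was compared with DMSO at 10 °C to find genes that depend on ERK signaling in the cold. Immediate early genes that cold had raised were lower with the inhibitor. ier2a was at 41.8 ± 5.33 against 237 ± 15.4 (n = 3 each), egr3 at 3.20 ± 0.177 against 17.0 ± 0.391, fosl1a at 13 ± 0.514 against 74.6 ± 6.73, junbb at 98.5 ± 4.19 against 309 ± 5.42 and ptgs2b at 26.9 ± 5.17 against 127 ± 12.7. The 2 gene identifiers of egr1, ENSDARG00000037421 and ENSDARG00000115563, fell by 3.10 and 3.19 on the log2 scale, with uncertainty in how transcripts were split between them. In limma the log2 changes and adjusted p were -2.48 and 4.94e-11 for ier2a, -2.10 and 1.05e-13 for egr3, -2.43 and 4.35e-08 for fosl1a, -1.64 and 2.65e-09 for junbb, -2.22 and 4.39e-06 for ptgs2b, and 4.98e-13 for both identifiers of egr1. f3b, tissue factor of the clotting cascade, fell from 35.7 ± 1.68 to 11 ± 0.474 and ch25h, cholesterol 25-hydroxylase, from 5.07 ± 0.755 to 1.39 ± 0.266, with its call lost at a pseudocount of 0.1 (adjusted p = 0.0947). Of the other genes the study names egr4 (-0.9998), fosab (-1.20), junba (-1.19) and both identifiers of dusp5 (-1.12 and -1.23) fell, while fosaa (-0.41), fosb (-0.44) and fosl2 (-0.42) were not called, nor were the genes of the target pathway, such as map2k1 (0.17). Only 3 rises met the rule for named genes. tnfb, a tumor necrosis factor, rose from 6.59 ± 0.566 to 12.9 ± 1.78. armc10 rose by 0.79 and zranb2 by 0.63 on the log2 scale, and both lost their calls without 10C_DMSO replicate 1 (log2 0.56 for armc10, adjusted p = 0.0892 for zranb2) or 10C_PD replicate 1 (adjusted p = 0.0671 and 0.0921), zranb2 also with library weights (log2 0.56).

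limma called 92 genes with PD0325901 at 10 °C, 29 higher and 63 lower, and 45 in a fit of only the 6 libraries. In that fit fosab (adjusted p = 0.0697), 1 of the 2 identifiers of dusp5 (0.0754), tnfb (0.0791), zranb2 (0.389) and armc10 (0.426) were above the threshold. Of 45 immediate early factors 12 fell and none rose (camera adjusted p = 3.29e-26, adjusted p = 0.000239 with an estimated correlation). Of 33 ERK output genes 10 fell, and 13 adjusted over the list alone (1.70e-20, adjusted p = 5.89e-05 with an estimated correlation), among them the phosphatase gene dusp2, from 30.1 ± 0.384 to 11.5 ± 1.08. Of the 10 gene identifiers of cold damage hub genes 3 fell, those of junbb and the 2 of dusp5 (2.98e-09, adjusted p = 0.000868 with an estimated correlation), the list that the study itself chose and so not independent evidence. It also shares junbb with the immediate early list and dusp5 with the ERK output list, and those lists share fosl1a. These list results are therefore partly the same result. mcl1a, an anti-apoptotic gene, fell from 188 ± 12.3 to 112 ± 7.82, the p53 target btg2 from 179 ± 16.6 to 95.6 ± 6.06 and the transcription factor gene cebpb from 156 ± 6.34 to 72.9 ± 5.67. Of 50 epidermis markers 4 fell, and 5 adjusted over the list alone (1.24e-08, adjusted p = 0.147 with an estimated correlation), such as cldnb, from 387 ± 9.83 to 158 ± 11.5, and the cadherin gene cdh1, from 83.6 ± 4.08 to 48.3 ± 3.60. Of 48 inflammation genes 1 rose and 3 fell, and 6 fell adjusted over the list alone (0.0189, adjusted p = 0.647 with an estimated correlation). The other 12 lists that passed with the preset correlation did not pass with an estimated one, and in place of 17 lists in all 9 passed without 10C_DMSO replicate 3 and 10 without 10C_PD replicate 1. The lowest of their adjusted p with the preset correlation were 7.49e-08 for ribosomal proteins (median -0.08, adjusted p = 0.524 with an estimated correlation), 0.000208 for skeletal muscle (-0.13, adjusted p = 0.657 with an estimated correlation) and 0.000331 for cartilage and bone (-0.09, adjusted p = 0.524 with an estimated correlation).

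**Figure D3:**
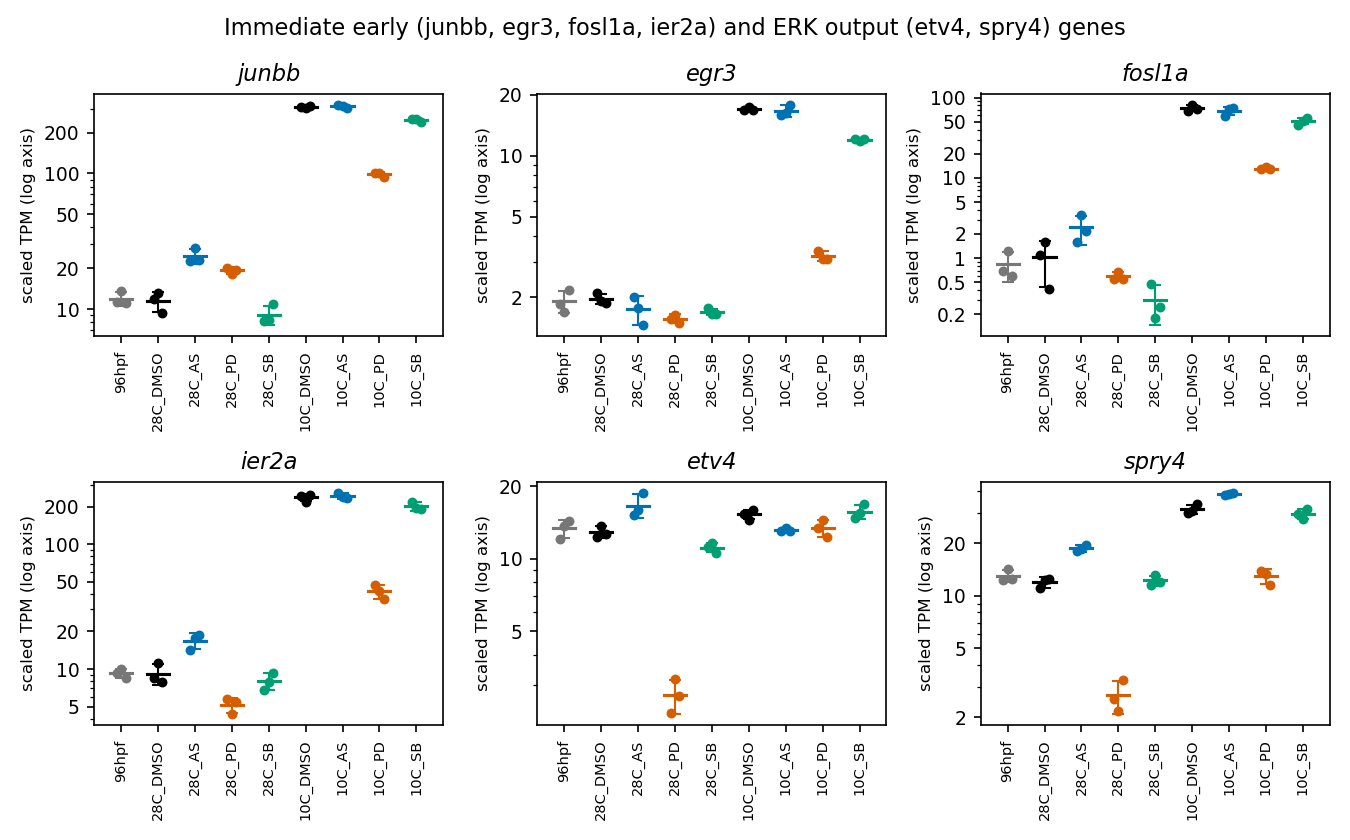
Scaled TPM (log axis) of 6 genes in each library, 1 point per library in 9 groups, with horizontal lines at the group mean and bars of ± 1 SD over 3 libraries. The immediate early genes junbb, egr3, fosl1a and ier2a are high in 10C_DMSO and lower in 10C_PD, as for egr3 at 17.0 and 3.20, while etv4 is at 12.9 in 28C_DMSO, 2.72 in 28C_PD and 13.4 in 10C_PD.

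SB203580 at 10 °C was compared with DMSO at 10 °C to find genes that depend on p38 in the cold. The study saw only a partial loss of p38 phosphorylation at this dose, so a low count does not exclude a role of p38. limma called 5 genes, and each was also called, in the same direction, with AS1842856 or PD0325901 against the same 10C_DMSO libraries. None of these calls was therefore particular to SB203580. tnfb rose from 6.59 ± 0.566 to 11.4 ± 0.841 (n = 3 each) and stmn4l, a stathmin gene of neurons, from 72 ± 6.05 to 111 ± 14.3, and cp, which encodes ceruloplasmin, fell from 27.7 ± 2.04 to 17.7 ± 2.36. The other calls fall outside the rule for named genes and were picked out after their values were seen. rp1l1b was at 3.25 ± 0.736 against 0.989 ± 0.335, and 1 of the gene identifiers of si:dkey-24l11.2 was listed at 0 in all 10C_DMSO libraries. egr3 was at 12.0 ± 0.163 against 17.0 ± 0.391, a log2 change of -0.47 below the fold threshold, and dusp2 (-0.40) and klf2b (-0.31), which the study also names, were not called. tnfsf10 was at 4.51 ± 0.259 against 2.78 ± 0.0649, with 0.54 on the log2 scale, and passed with a pseudocount of 0.5 (0.61) or 0.1 (0.68). All 3 calls that meet the rule were lost when certain single libraries were left out, with log2 changes from 0.67 to 0.70 for tnfb, from 0.52 to 0.55 for stmn4l and from -0.65 to -0.52 for cp. The limma adjusted p of tnfb, 0.0182, became 0.0784 and 0.0793 without 10C_DMSO replicates 2 and 3 and 0.0771 and 0.0944 without 10C_SB replicates 1 and 3. That of stmn4l, 0.00745, became 0.0662 without 10C_DMSO replicate 1 and 0.0747 without 10C_SB replicate 3. That of cp, 0.0473, became 0.123, 0.153 and 0.0956 without 10C_DMSO replicates 1, 2 and 3 and 0.13 and 0.283 without 10C_SB replicates 2 and 3. In a fit of only the 6 libraries the adjusted p were 0.225 for tnfb and 0.444 for both stmn4l and cp. The call of tnfb was also lost with a pseudocount of 0.5 (0.115) or 0.1 (0.258), and that of cp with these (0.0545 and 0.059), TPM as deposited (0.0831), quantile normalization (0.101) and library weights (0.0904). The count was 3 without 10C_DMSO replicate 1, 2 without 10C_DMSO replicate 3, 8 without 10C_SB replicate 1 and 1 without 10C_SB replicate 3, and with TPM as deposited 3 genes were called higher and 0 lower. Without a fold threshold 19 genes had an adjusted p of 0.05 or less. Camera called 6 lists, the lowest adjusted p being 2.18e-09 for epidermis markers (median -0.12, adjusted p = 0.196 with an estimated correlation) and 2.31e-05 for neuron markers (-0.07, adjusted p = 0.196 with an estimated correlation), and 0 with an estimated correlation. It called 10 without 10C_DMSO replicate 1, and 3 without 10C_DMSO replicate 3 or 10C_SB replicate 1. Adjusted over the list alone, 1 epidermis marker fell.

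Genes that cold and an inhibitor changed in opposite directions were counted, as in the study. Of the 2104 genes that cold raised, PD0325901 lowered 54, AS1842856 40 and SB203580 1, where independent lists of those sizes give 5.50, 10.9 and 0.0873. Of the 1702 that cold lowered, PD0325901 raised 7, AS1842856 12 and SB203580 1, against 2.05, 6.92 and 0.282. Genes of the PD0325901 set included egr3, junbb and ier2a, and those of the AS1842856 set pim2, mcl1b and bbc3. In the same direction as cold, AS1842856 raised 17 and lowered 5 genes, where independent lists give 8.56 and 8.83, PD0325901 raised 4 and lowered 1, against 2.53 and 4.45, and SB203580 raised 2 and lowered 0, against 0.349 and 0.0706. The 10C_DMSO libraries are in both comparisons, and unchanged groups against shared controls gave 0 genes, which is no baseline for lists that hold real changes. The covariance of fold changes was -0.0343 for PD0325901, against -0.0236 ± 0.00129 in simulation, -0.0256 for AS1842856, against -0.0235 ± 0.00132, and -0.0350 for SB203580, against -0.0234 ± 0.00108. Simulated genes varied independently, so these SDs leave out deviations of a whole library, such as 10C_DMSO replicate 1. The 3 shared libraries cannot be split into parts of 2 each. Part of the excess in counts, and part or all of that in covariance, may come from them. With a cold list that shares no library, chosen after the data had been seen, PD0325901 lowered 51 (independent lists 5.92) and raised 1 (1.98), AS1842856 lowered 27 (11.7) and raised 5 (6.69), and SB203580 moved 0 either way. The covariance then turned positive, at 0.0137 for AS1842856, 0.00276 for PD0325901 and 0.00828 for SB203580, so no negative covariance was seen without shared libraries. Without 10C_DMSO replicate 1 AS1842856 lowered 21 genes and PD0325901 raised 4, and without 10C_AS replicate 2 AS1842856 lowered 24 and raised 7. AS1842856 raised 30 without 10C_DMSO replicate 2 and 25 without replicate 3. PD0325901 raised 11 and 14 without those, and 2 without 10C_PD replicate 1.

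At 10 °C AS1842856 and PD0325901 shared 17 genes called in the same direction and 1 in the opposite one, where independent lists give 0.445. Unchanged groups against shared controls gave 0, which is no baseline for lists that hold real changes. SB203580 shared 4 with each of them, where independent lists give 0.0215 for AS1842856 and 0.00743 for PD0325901. armc10 and zranb2 rose with AS1842856 and PD0325901, and tnfb with PD0325901 and SB203580. cp, rp1l1b and 1 identifier of si:dkey-24l11.2 were called the same way with all 3 inhibitors, and stmn4l with AS1842856 and SB203580. All 3 comparisons use the same vehicle libraries, among them the one that stands apart, and the covariance of fold changes between AS1842856 and PD0325901 was 0.0526, against 0.0236 ± 0.00152 in simulation. That simulation leaves out deviations of a whole library.

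AS1842856 at 28 °C shows what the Foxo1 inhibitor changed in warm larvae. notum1a, whose product turns off Wnt ligands, rose from 4.81 ± 0.383 to 21.5 ± 0.556 (n = 3 each), the activity-induced npas4a from 0.844 ± 0.175 to 5.50 ± 0.595, egr4 from 0.734 ± 0.193 to 5.34 ± 0.537 and mpv17l2 from 4.58 ± 0.365 to 18.5 ± 0.352. rpe65a, the isomerase of the visual cycle, fell from 50.4 ± 3.84 to 8.86 ± 1.23, the glucokinase gene gck from 7.74 ± 3.09 to 0.320 ± 0.117, fbxo25 from 38.2 ± 9.14 to 4.70 ± 3.02 and pcmtd2a from 9.02 ± 1.62 to 0.824 ± 0.318. In limma the log2 changes and adjusted p were 1.95 and 7.00e-13 for notum1a, -2.39 and 3.77e-15 for rpe65a, -2.66 and 7.28e-07 for gck, and -2.88 and 3.84e-09 for fbxo25. herpud1 fell from 23.4 ± 1.76 to 7.18 ± 0.616, foxo4 from 23.3 ± 0.380 to 10.0 ± 0.599 and pim2 from 5.52 ± 1.98 to 1.54 ± 0.760. mcl1b fell from 62.8 ± 5.24 to 41.3 ± 2.82 (-0.59) but lay under the fold threshold without 28C_DMSO replicate 2 (-0.53) or 28C_AS replicate 1 (-0.55) or 3 (-0.58), and with library weights (-0.57). limma called 2940 genes, 1539 higher and 1401 lower.

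Genes of ribosome biogenesis rose with AS1842856 at 28 °C in 61 of 69 cases and none fell (camera adjusted p = 3.15e-40, adjusted p = 2.93e-06 with an estimated correlation), with rrp1 at 27.8 ± 0.678 against 9.41 ± 1.07. Of 58 autophagy genes 21 fell and none rose (6.97e-10, adjusted p = 3.01e-06 with an estimated correlation), among them calcoco1a, from 28.4 ± 0.966 to 9.15 ± 0.468, wipi1, from 18.7 ± 0.975 to 6.09 ± 0.291, and map1lc3a, which marks autophagosomes, from 77.5 ± 9.03 to 28.5 ± 2.34. Of 77 cell cycle genes 21 rose, and 22 adjusted over the list alone (6.33e-08, adjusted p = 0.0177 with an estimated correlation), such as the replication gene mcm6, from 14 ± 0.678 to 29.4 ± 0.257. Liver markers fell in 17 of 40 cases (1.54e-14, adjusted p = 0.0194 with an estimated correlation), with complement c9 at 39.7 ± 4.31 against 136 ± 2.48, photoreceptor markers in 13 of 45 with 1 higher (1.48e-08, adjusted p = 0.0319 with an estimated correlation), xenobiotic response genes in 16 of 54, or 17 adjusted over the list alone (5.05e-08, adjusted p = 0.000453 with an estimated correlation), and glia markers in 4 of 28 (0.000148, adjusted p = 0.0177 with an estimated correlation), among them fabp7a, from 1271 ± 75.0 to 711 ± 67.0. Among 91 FoxO factors and signaling genes 11 were called higher, among them an identifier of plk2b listed at 0 in 28C_DMSO, and 10 fell (0.434), with ccng2 down from 50.2 ± 2.90 to 18.03 ± 2.122, the atrophy gene fbxo32 from 29.0 ± 1.85 to 10.7 ± 4.35, and the cell cycle inhibitor cdkn1a up from 18.8 ± 3.94 to 45.3 ± 4.91. Of 41 pro-apoptotic genes 6 rose and 12 fell (0.0917), including bbc3, from 4.83 ± 0.295 to 0.979 ± 0.109. Of 43 heat shock genes 7 rose and 7 fell (0.0925), with the mitochondrial chaperone gene hspd1 up from 41.9 ± 1.46 to 135 ± 5.73. Of 16 cold marker genes 3 rose (0.392), the fatty acid genes fads2, from 25.8 ± 2.34 to 53.8 ± 7.02, elovl2 (0.96) and elovl5 (0.63). A further 10 lists passed only with the preset correlation, the most markedly moved being epidermis, with 10 of 50 lower (8.61e-09, adjusted p = 0.0725 with an estimated correlation), exocrine pancreas, with 6 of 32 lower, or 7 adjusted over the list alone (9.14e-08, adjusted p = 0.328 with an estimated correlation), leukocytes, with 8 of 41 lower (0.000722, adjusted p = 0.318 with an estimated correlation), and cholesterol synthesis, with 8 of 31 higher (0.00322, adjusted p = 0.346 with an estimated correlation).

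PD0325901 at 28 °C lowered outputs of ERK signaling. etv4, an ERK-induced transcription factor gene, fell from 12.9 ± 0.724 to 2.72 ± 0.439 (n = 3 each) and the feedback inhibitor gene spry4 from 11.9 ± 0.831 to 2.67 ± 0.571. The glucocorticoid-induced fkbp5 fell from 31.0 ± 5.50 to 7.38 ± 0.317 and pck1, which encodes an enzyme of glucose synthesis, from 50.6 ± 10.5 to 12.8 ± 1.04. cd22 rose from 4.43 ± 0.407 to 13.4 ± 1.69 and pde6ha from 23.6 ± 3.28 to 60.7 ± 12.5, and notum2 (1.01) and ncam3 (0.98) rose as well. In limma the log2 changes and adjusted p were -1.91 and 2.88e-12 for etv4, -1.83 and 1.40e-11 for spry4, -1.92 and 7.55e-05 for fkbp5, and -1.88 and 1.65e-06 for pck1. junbb rose from 11.5 ± 1.96 to 19.3 ± 1.06, unlike at 10 °C, with a log2 change of 0.71 that was 0.58 without 28C_DMSO replicate 3, and fosl2 (0.59) was under the fold threshold without 28C_DMSO replicate 1 (0.57) or 3 (0.53) or 28C_PD replicate 1 (0.53). limma called 359 genes, 124 higher and 235 lower, and with TPM as deposited 454, 300 higher and 154 lower. That scaling moved the median of all genes by 0.123, and 192 genes were called in a fit of only the 6 libraries, in which junbb (adjusted p = 0.058) and fosl2 (0.0597) were not called. Of 33 ERK output genes 15 fell (camera adjusted p = 6.16e-22, adjusted p = 3.90e-05 with an estimated correlation). Intestine markers fell in 3 of 35 cases (3.53e-14, adjusted p = 0.0179 with an estimated correlation), the amino acid transporter gene slc6a19a.1 from 17.5 ± 0.823 to 7.30 ± 0.860 and the peptidase gene anpepb from 68.6 ± 3.28 to 30.3 ± 1.70. Epidermis markers fell in 5 of 50 with 1 higher, and 6 fell adjusted over the list alone (1.38e-14, adjusted p = 0.0202 with an estimated correlation), and liver markers in 2 of 40 (1.59e-12, adjusted p = 0.0328 with an estimated correlation). Ribosomal protein genes (median -0.24, 1.56e-47, adjusted p = 0.0179 with an estimated correlation) and oxidative phosphorylation genes (-0.20, 9.16e-26, adjusted p = 0.0111 with an estimated correlation) passed with 0 genes called, and xenobiotic response genes with 2 higher and 1 lower of 54 (0.000849, adjusted p = 0.0202 with an estimated correlation).

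SB203580 at 28 °C raised cyp1a, the classic target of the aryl hydrocarbon receptor, from 15.4 ± 0.623 to 26.9 ± 1.57 (n = 3 each), a log2 change of 0.76 with a limma adjusted p of 4.72e-07. pnp5a fell from 25.3 ± 1.67 to 16.2 ± 1.3 with a limma adjusted p of 0.0195, which became 0.0926 without 28C_DMSO replicate 2 and 0.0748 and 0.122 without 28C_SB replicates 1 and 3. The other 3 of the 5 calls fall outside the rule and were picked out after their values were seen. zgc:165423 fell from 30.3 ± 1.52 to 18.8 ± 2.43, and gene identifiers of sybl1 and mtpap, each with a shared symbol, were listed at 0 in all 28C_SB libraries. The count was 9 without 28C_DMSO replicate 1, 14 without 28C_DMSO replicate 3, 8 without 28C_SB replicate 2 and 2 without 28C_SB replicate 3, and in a fit of only the 6 libraries it was 1, with the adjusted p of cyp1a at 0.0766 and that of pnp5a at 0.329. Of the lists camera called 15, and 4 with an estimated correlation. These had small medians and 0 members called, at -0.36 for cholesterol synthesis (1.89e-12, adjusted p = 0.0226 with an estimated correlation), -0.12 for proteasome genes (3.73e-12, adjusted p = 0.0226 with an estimated correlation), -0.10 for the unfolded protein response (9.83e-10, adjusted p = 0.0226 with an estimated correlation) and -0.13 for oxidative stress genes (5.70e-07, adjusted p = 0.0417 with an estimated correlation). Adjusted over the list alone, 1 cholesterol synthesis gene rose and 3 fell, and 2 genes fell in each of the unfolded protein response and oxidative stress lists.

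The difference between the change at 10 °C and the change at 28 °C was tested for each inhibitor. For AS1842856 limma called 2593 genes, 1293 with a higher and 1300 with a lower change at 10 °C. rpe65a was at 85.6 ± 0.736 in 10C_AS and 89.3 ± 3.79 in 10C_DMSO, but 8.86 ± 1.23 in 28C_AS and 50.4 ± 3.84 in 28C_DMSO (n = 3 each, limma adjusted p = 4.98e-12). cad, an enzyme of pyrimidine synthesis, was at 19.6 and 24.8 in the cold and 59.17 and 18.69 at 28 °C. Ribosome biogenesis genes had a lower change at 10 °C in 51 of 69 cases, 56 adjusted over the list alone (camera adjusted p = 1.06e-38, adjusted p = 3.90e-06 with an estimated correlation), autophagy genes a higher one in 21 of 58, 22 adjusted over the list alone, with 1 lower (1.57e-09, adjusted p = 4.70e-06 with an estimated correlation), and cell cycle genes a lower one in 23 of 77, among them an identifier of cdc6 listed at 0 in 10C_AS, and 24 adjusted over the list alone (1.27e-09, adjusted p = 0.00636 with an estimated correlation). map1lc3a was at 74.4 ± 3.04 and 68.6 ± 4.04 in the cold against 28.5 ± 2.34 and 77.5 ± 9.03 at 28 °C, and hspd1 at 72.02 ± 0.4489 and 72.01 ± 2.608 against 135 ± 5.73 and 41.9 ± 1.46. Liver markers (20 of 40 higher and 1 lower, 5.12e-14, adjusted p = 0.0223 with an estimated correlation), glia markers (9 of 28 higher, 1.35e-05, adjusted p = 0.00636 with an estimated correlation) and xenobiotic response genes (17 of 54 higher, 18 adjusted over the list alone, 8.27e-08, adjusted p = 0.000536 with an estimated correlation) also differed. Of the genes the study names herpud1 (0.91) and foxo4 (0.75) had a less negative change at 10 °C. foxo1a (0.65, and 0.58 without 28C_AS replicate 1) had a change of 0.26 at 10 °C and -0.40 at 28 °C, neither of them called, while mcl1b (-0.01) and pim2 (0.40) were not called, pim2 reaching 0.64 and a limma adjusted p of 0.0442 without 28C_AS replicate 2.

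**Figure D4:**
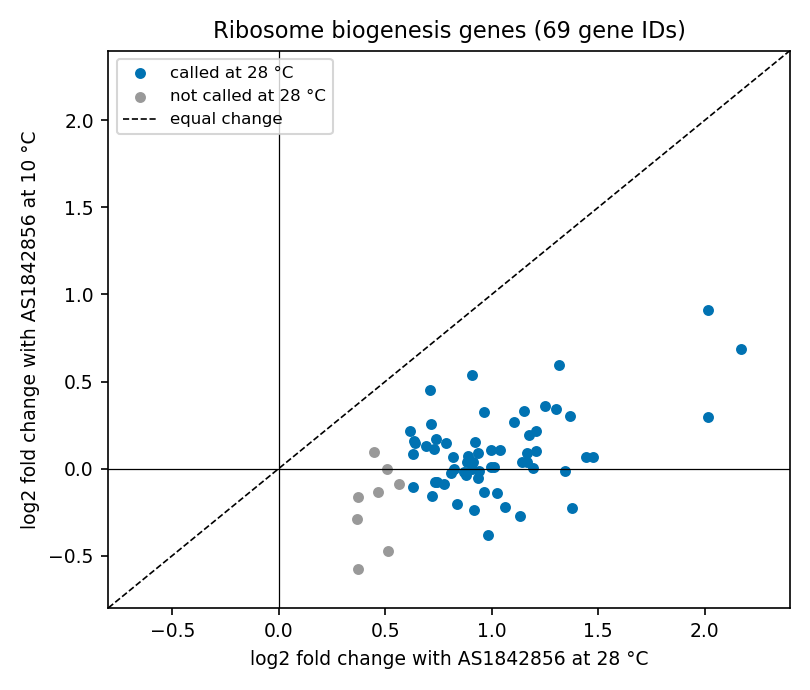
Each point is 1 of 69 gene identifiers of ribosome biogenesis, placed by its log2 fold change with AS1842856 at 28 °C (horizontal axis) and at 10 °C (vertical axis), with the dashed line at equal change and blue for the 61 called at 28 °C. All points lie right of 0 and below the dashed line, and their list was lower at 10 °C in camera (adjusted p = 1.06e-38).

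For PD0325901 limma called 390 genes by temperature, 240 higher and 150 lower, and with TPM as deposited 511, 158 higher and 353 lower. junbb was at 98.5 ± 4.19 in 10C_PD and 309 ± 5.42 in 10C_DMSO, against 19.3 ± 1.06 and 11.5 ± 1.96 at 28 °C (n = 3 each, limma adjusted p = 1.67e-09), and ier2a at 41.8 and 237 against 5.19 and 9.20. etv4 went the other way, at 13.4 and 15.3 in the cold against 2.72 and 12.9 at 28 °C (limma adjusted p = 1.13e-08). Of 45 immediate early factors 17 had a lower change at 10 °C, 18 adjusted over the list alone (camera adjusted p = 1.27e-22, adjusted p = 0.00115 with an estimated correlation). Some of these, such as fosl1a, were too low in 28C_DMSO to fall as far there. Of 33 ERK output genes 9 had a higher and 5 a lower change, 10 and 6 adjusted over the list alone (0.000774, adjusted p = 0.0924 with an estimated correlation). Of the 10 gene identifiers of hub genes that the study chose, not independent evidence, 4 were lower, 5 adjusted over the list alone (1.18e-08, adjusted p = 0.0022 with an estimated correlation). That list shares junbb with the immediate early list and dusp5 with the ERK output list. For SB203580 limma called 7 genes, 5 higher and 2 lower. cyp1a was at 20.6 and 19.2 in the cold against 26.9 and 15.4 at 28 °C (n = 3 each, limma adjusted p = 0.00125, and 0.0744 in a fit of only the 12 libraries). The retinoic acid hydroxylase gene cyp26a1 and slc6a19a.1, both with a limma adjusted p of 0.0266, each lost the call without any of 10 single libraries, with adjusted p up to 0.114 for cyp26a1 without 10C_SB replicate 3 and 0.108 for slc6a19a.1 without that library, and 0.176 and 0.124 in a fit of only the 12 libraries. The count was 4 without 28C_DMSO replicate 1 or 3, 28C_SB replicate 1 or 3, or 10C_SB replicate 2. Neuron markers had a lower change at 10 °C (median -0.10, 0 called, 2 adjusted over the list alone, camera adjusted p = 1.93e-09, adjusted p = 0.032 with an estimated correlation).

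The 2940 genes that AS1842856 changed at 28 °C had the same sign at 10 °C in 60.24% of cases, with a slope of 0.119 of the changes at 10 °C on those at 28 °C. Of these genes 67 were also called in the same direction at 10 °C and 5 in the opposite one, where independent lists give 13.5 in the same direction. Taken from the 223 genes called at 10 °C, the share was 74.4% and the slope of the changes at 28 °C on those at 10 °C 0.364. ccng2, bbc3, pim2 and herpud1 fell at both temperatures. For PD0325901 the share was 55.2% of 359 genes and the slope 0.0581, with 8 genes called in the same direction and 3 in the opposite one, where independent lists give 0.763, and taken from the 92 genes called at 10 °C 56.5% and 0.0900. SB203580 had 0 genes called at both temperatures, with limma calling 5 at each and 2092 at 10 °C and 2075 at 28 °C reaching an unadjusted p under 0.05.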

Values the study reported

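The study reported 1233 differentially expressed genes for AS1842856 at 10 °C, 358 for PD0325901 and 81 for SB203580. For the cold response it reported 2619 induced and 2339 suppressed genes. It stated that AS1842856 inhibited 121 of the cold-induced genes and raised 53 of the cold-suppressed genes. The corresponding numbers were 97 and 13 for PD0325901, and 17 and 5 for SB203580.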

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

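The tests of why AS1842856 changed fewer genes at 10 °C, and those of the vehicle library that stands apart, were chosen after the result was seen, while the splits of the libraries were planned before. One of the explanations for the first pattern was divided into a wider and a narrower form after its values were seen, and both are given.

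The changes that differed between the 2 temperatures by a test of the difference were singled out here. limma called 2593 genes for AS1842856, 390 for PD0325901 and 7 for SB203580. For AS1842856 the largest log2 differences, the change at 10 °C less that at 28 °C, were 2.87 for gck, 2.55 for fbxo25, 2.45 for pcmtd2a, 2.33 for rpe65a and 2.13 for marveld3, and -3.68 for 5_8S_rRNA, -1.97 for chia.3, -1.95 for cad, -1.93 for notum1a and -1.76 for mpv17l2. The call of 5_8S_rRNA was lost without any of 9 single libraries, with a change of -2.47 and a limma adjusted p of 0.151 without 28C_AS replicate 2 and of -2.76 and 0.143 without 10C_AS replicate 1, and also with robust estimation (0.0543) and library weights (0.0599). For PD0325901 they were 2.43 for fkbp5, 2.16 for pck1, 1.88 for cbln18, 1.76 for grifin and 1.73 for etv4, and -2.35 for junbb, -2.12 for fosl1a, -1.90 for egr3, -1.77 for ier2a and -1.70 for ptgs2b. For SB203580 they were 1.11 for cyp26a1, 0.78 for slc6a19a.1 and -0.67 for cyp1a. With PD0325901, fosl1a, egr3 and ptgs2b were too low in 28C_DMSO to fall as far as at 10 °C, so their differences are partly set by that low level.

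Libraries of each comparison were also split into groups in other ways. With 3 libraries in each of 2 groups there are 10 splits, too few for a share under 0.05. A split that mixes 2 groups adds any difference between them to the spread within groups, here and by temperature. Low counts in such splits follow from that, so the size of their gap to the real count is no evidence. The real split called 3463 genes for the cold response, 39 for AS1842856 at 10 °C, 45 for PD0325901 at 10 °C, 2773 for AS1842856 at 28 °C, 192 for PD0325901 at 28 °C and 504 for 28C_DMSO against 96hpf in fits of those libraries, and the highest other split 4, 5, 6, 4, 2 and 5, so that 1 of 10 splits reached the real count in each. For SB203580 the real split called 4 genes at 10 °C and 1 at 28 °C, the highest other split called 8 and 6, and 4 and 9 of 10 splits called as many. By temperature, of 100 splits, the real one and others drawn at random within each temperature, 1 called as many as the 233 genes of PD0325901, where the highest other called 170. That other split kept the 28 °C groups whole, and splits that broke those groups called at most 24. For SB203580 10 of 100 called as many as 3. For AS1842856 6 of 100 called as many as 2323, and the other 5 all kept the 28 °C groups whole, while splits that broke those groups called at most 9. A split that keeps the 28 °C groups keeps the change there, so for AS1842856 this test does not separate the difference from the change at 28 °C. Part of the PD0325901 count can likewise come from the change at 28 °C.

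AS1842856 changed 2940 genes at 28 °C and 223 at 10 °C. Had a larger spread between libraries at 10 °C hidden changes of the same size, the fold changes would have kept their size, but the slope over the genes called at 28 °C was 0.119, and between 0.0629 and 0.151 with each library left out, which argues against that explanation. Against the explanation that every transcript response to an inhibitor is smaller at 10 °C stood 6 immediate early genes, also 6 whichever library was left out. PD0325901 lowered them more at 10 °C than at 28 °C. Their level in 28C_DMSO of at least 5 scaled TPM left room for such a fall. That criterion was added after the values were seen, so it is no independent test. The criterion set first, a low slope over ERK output genes, went with the explanation. Whether responses of ERK output genes to PD0325901 are smaller at 10 °C too stays open, since the slope over the list was 0.392 (0.336 to 0.410) but by temperature 9 of 33 members had a higher and 5 a lower change. No biological explanation was tested.

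For AS1842856 at 10 °C the count of called genes fell from 223 to 88 without 10C_DMSO replicate 1. Without either other vehicle library it was 264 or 290, which argues against fewer libraries alone as the cause. Whether 1 vehicle library that stands apart adds to the calls stays open, since the count of 88 without it is the pattern itself. Its mitochondrial share of 8.42% was the lowest at 10 °C. No biological explanation was tested.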

How the results depend on the processing

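Depth cannot be weighed here, because TPM values keep none, and low genes are limited by the pseudocount. With 3 libraries per group each call rests on few values. Removing the expression filter changes nothing, since all genes of the deposited table had passed the filter of the study, and a count-based test was not run on TPM values. Where a value changed below, the cause was not tested unless the construction shows it.

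Calls on adjusted p alone drop the fold threshold, and so gave 9616 genes for the cold response, 878, 203 and 19 for AS1842856, PD0325901 and SB203580 at 10 °C, 8287, 1632 and 11 at 28 °C, 2424 for 28C_DMSO against 96hpf, and 5150 and 1000 for AS1842856 and PD0325901 by temperature. Cold-induced genes lowered and cold-lowered genes raised were then 203 and 104 for AS1842856, 106 and 31 for PD0325901, and 8 and 3 for SB203580. A fold of 2 gave 1373 for the cold response, 73, 44 and 2 at 10 °C, 759, 94 and 2 at 28 °C, 185 for 28C_DMSO against 96hpf, 730 and 135 by temperature, and moved genes of 12 and 1 for AS1842856, 30 and 1 for PD0325901, and 0 lowered for SB203580.

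A fit of only the groups compared has fewer libraries to estimate spread. It called 39 for AS1842856 and 45 for PD0325901 at 10 °C, 192 for PD0325901 and 1 for SB203580 at 28 °C, 233 for PD0325901 and 3 for SB203580 by temperature, with 13 lowered and 2 raised for AS1842856, 35 and 1 for PD0325901, and 2 raised for SB203580. Library weights gave 137 for AS1842856 and 3 for SB203580 at 10 °C, 3 cold-lowered genes raised by PD0325901 and 0 cold-induced genes lowered by SB203580.

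A pseudocount of 0.1 gave 3 genes for SB203580 at 10 °C and 10 at 28 °C, 36 cold-lowered genes raised by AS1842856 and 16 by PD0325901, and 0 lowered and 2 raised by SB203580. A pseudocount of 0.5 gave 3 for SB203580 at 10 °C, 23 cold-lowered genes raised by AS1842856, and 0 lowered and 2 raised by SB203580. TPM as deposited and quantile normalization each gave 3 for SB203580 at 10 °C and 0 cold-induced genes lowered by SB203580, and quantile normalization 10 lists for PD0325901 at 10 °C. With 96hpf as the control for cold SB203580 raised 2 cold-lowered genes. With a cold list that shares no library, chosen after the data had been seen, AS1842856 raised 5, PD0325901 raised 1, and SB203580 lowered 0 and raised 0.

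With an estimated correlation camera called 11 lists in place of 23 for the cold response, 0 of 8, 3 of 17 and 0 of 6 for AS1842856, PD0325901 and SB203580 at 10 °C, 7 of 17, 7 of 18 and 4 of 15 at 28 °C, and 6 of 17, 2 of 17 and 1 of 15 by temperature. With quantile normalization the direction of the camera test reversed for 2 lists. Neuron markers in the cold response then had a mean of -0.00234 (camera adjusted p = 0.833). Oxidative phosphorylation genes for PD0325901 at 10 °C had a mean of -0.0122 (camera adjusted p = 0.435), though their test then pointed up.

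With each library left out the counts lay between 3702 and 4017 for the cold response, 88 and 290, 62 and 108, and 1 and 8 for AS1842856, PD0325901 and SB203580 at 10 °C, 2775 and 3021, 312 and 370, and 2 and 14 at 28 °C, 612 and 702 for 28C_DMSO against 96hpf, and 2435 and 2668, 318 and 513, and 4 and 7 by temperature. Cold-induced genes lowered lay between 21 and 47 for AS1842856, 42 and 58 for PD0325901, and 0 and 4 for SB203580, and cold-lowered genes raised between 7 and 30, 2 and 14, and 1 and 2. Lists called lay between 23 and 25 for the cold response, 2 and 10, 9 and 14, and 3 and 10 at 10 °C, 17 and 19, 17 and 19, and 14 and 17 at 28 °C, and 16 and 20, 15 and 19, and 12 and 18 by temperature.

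The replicate numbers were not taken to pair the libraries, as no comparison had correlations above 0.1 for all 3 numbers. In the cold response they were 0.227, 0.101 and 0.0531, all positive, so a weak shared effect of the replicate number is not excluded. With the replicate number as a block the counts were 3830 for the cold response, 236, 98 and 4 at 10 °C, 2950, 362 and 7 at 28 °C, 662 for 28C_DMSO against 96hpf, and 2620, 409 and 8 by temperature. All 219 results of named genes, called or not, kept their side of the threshold, and of the list results 150 did and 3 became weaker.

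Over all named genes, comparisons and libraries left out, 1553 results kept their side of the threshold, 78 lost a call and 7 gained one, and of list results 1090 kept it and 122 became weaker. With an estimated correlation 41 list results kept it and 112 became weaker. Genes lost a call 28 times in a fit of only the groups compared, 38 times with a fold of 2, 7 times with library weights, 4 times with quantile normalization, 2 times with TPM as deposited and 1 time with robust estimation, and lists 17 times in a fit of only the groups compared, 22 times with quantile normalization and 8 times with TPM as deposited.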

Other observations

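The tests of the overlap between cold and time were chosen before their results were seen, while the genes named in the next 2 paragraphs were picked after their values were seen.

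Several members of the gene lists that were not named so far also changed with cold or an inhibitor. The cell cycle genes ccne2, a cyclin of the entry into DNA replication, and cdt1, which licenses replication origins, rose in the cold by 1.67 and 1.48 on the log2 scale. Markers of endothelium included falls of the apelin receptor gene aplnrb by 1.77 and of the receptor gene tie1 by 0.99, next to a rise of egfl7 by 0.98. In larvae with AS1842856 the cone opsin gene opn1mw2 was at 53.6 in 28C_AS and 21.7 in 28C_DMSO, and at 12.4 in 10C_AS and 12.3 in 10C_DMSO (n = 3 each). entpd5a, needed for bone mineralization, was at 21.7 in 28C_AS and 6.06 in 28C_DMSO, and at 3.93 and 3.51 at 10 °C. In larvae with PD0325901 the ERK feedback gene spred3 was at 2.08 in 28C_PD and 7.39 in 28C_DMSO, and at 6.48 and 6.42 at 10 °C.

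The microRNA gene dre-mir-124-6 was above 0 in all 12 libraries at 10 °C, with scaled TPM between 72.5 and 311, and at most 21.4 in the other libraries. A small RNA gene is poorly measured in libraries of long RNA, so these values stand without an explanation.

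limma called 223 genes for AS1842856, 92 for PD0325901 and 5 for SB203580 at 10 °C. These are lower than the values quoted from the study above. AS1842856 lowered 40 cold-induced genes and raised 12 cold-lowered ones, PD0325901 54 and 7, and SB203580 1 and 1. These are lower than the values quoted from the study above. The study tested read counts, and its text and a legend name different controls for cold, so the lists compared are not known to be alike.

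Of the genes called in the cold response 439 changed in the opposite direction between 96hpf and 28C_DMSO, of which 366 were not called in 10C_DMSO against 96hpf and 67 were called there in the direction of the cold response. The shared 28C_DMSO libraries do not account for this, as with a cold list that shares no library, from 10C_SB against 28C_SB, the overlap was 408 genes against 55.2 for independent lists, a ratio of 7.39, and 6.93 to 7.67 with each library left out. If at 10 °C these genes stayed near their level at the start, their changes should mirror those from 96hpf to 28C_DMSO. The slope was -0.841, between -0.925 and -0.824 with each library left out. A hypothesis goes with that slope. Part of the cold response could be a change that warm larvae made over 12 h in DMSO and cold larvae did not. The clock gene bhlhe40 was at 52.2 in 96hpf, 9.26 in 28C_DMSO and 288 in 10C_DMSO. It went past its starting level, as did the photoreceptor gene pde6ha, so that hypothesis does not cover these genes.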
